A study of Mus musculus with 10 samples.

How the data were processed

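Bulk RNA sequencing was performed on retinas of 10 mice collected 14 days after an injection into the vitreous. In each group 5 mice received an adeno-associated virus (AAV) vector carrying green fluorescent protein (GFP), either in the AAV2 capsid or in the capsid named AAV206. Each library was assigned to its group and replicate number from its title, and no library was left out. Per the labels' protocols, total RNA was extracted with Trizol, libraries were made with an NEBNext Ultra RNA kit, and read pairs of 150 bases were generated on an Illumina NovaSeq instrument. The labels state no aligner, counting program, genome build or annotation, no sex and no sequencing batch.

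The deposited values were estimated counts per gene, not scaled between libraries, in a table of 57010 Ensembl gene identifiers. Most values were whole, but 5.95% of all values and 15.7% of the values above 0 carried decimals, as estimators that divide reads between genes give. The values were therefore rounded to whole numbers before modelling, although the planned test had assumed whole counts. Genes with decimals in any library were treated as sharing reads with another gene, and their values are described as uncertain. Gene names and biotypes came from GENCODE mouse release M21, which named 98.4% of the tested genes. Genomic coordinates are not given because the build behind the counts was not stated. No row for the vector or its transgene was analysed here.

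The main comparison of AAV206-GFP with AAV2-GFP used edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its minimum count of 10, which left 15539 of the 28442 genes with any count. Trimmed mean of M values (TMM) factors were used for scaling, and a quasi-likelihood F test was fitted to all 10 libraries without covariates. The p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Positive log2 fold changes denote higher expression in AAV206-GFP. Standard errors were obtained as the absolute log2 fold change divided by the square root of the F statistic. Levels are given as CPM, the count scaled to the TMM-adjusted library size, as mean ± standard deviation (SD).

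Before the data were examined, 17 marker sets with 226 genes in all were written down for retinal cell types, injury, glial and immune responses, and tissue carried over in dissection. The score of a set in a library was the mean of log2(CPM + 1) over its genes with a mean of at least 0.5 CPM. Group differences in score were tested with an exact two-sided permutation test over all 252 relabellings of the 10 libraries. The smallest p-value such a test can give is 0.00794, and p-values were adjusted over the 17 sets by the Benjamini-Hochberg method. With 17 sets, at least 3 had to pass together for any to pass 0.05. The separation of the groups as a whole was measured as the share of squared distance between libraries that lies between groups, on log2(CPM + 1) of the 500 most variable genes. Its exact permutation test was one-sided over the same relabellings.

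The genes named in the report were chosen by a rule set before the data were examined. Among genes past the threshold with a symbol, a mean of at least 1 CPM and no overlap between the groups, the 5 with the largest increase and the 5 with the largest decrease were taken. To these were added the 10 marker set genes with the smallest p-values past the threshold and the tested members of every marker set that passed its own test. Of the genes chosen by this rule, 1 is not reported here, although the counts over named genes include it. Any gene named outside this rule was chosen after its values were seen, and the text says so.

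Total counts ranged from 10989843 to 12752604 per library. At this depth 3 counts correspond to between 0.232 and 0.274 CPM, taken as the floor below which levels are not distinguished. This floor covers counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules. Within groups, pairs of libraries differed by more than sampling noise, with chi-square values of 3.61 to 21.3 per degree of freedom, so no library was treated as a duplicate of another. All 10 libraries carried counts of Y-linked genes and at most 18 counts of Xist, so no sex term was fitted.

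The procedure was tested on simulated counts for the same 15539 genes, of which 15339 passed the filter and 196 of those had been changed. At an adjusted p-value under 0.05 with edgeR, 83.7% of 2-fold and 53.1% of 1.5-fold changes were recovered. Of 147 calls, 13 were false (8.84%), and 1 gene was called in counts simulated without any change. In the simulated marker sets, a shift of 0.80 log2 units given to 1 set was recovered as 0.79. Of the 16 sets tested, 1 set without a shift also had an unadjusted exact permutation p under 0.05. Smaller shifts of sets were not simulated, and the counts were drawn independently for each gene.

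Alternatives set before the data were examined covered other scaling factors, other filters, other tests (DESeq2 1.42.0, limma-voom in limma 3.58.1 with and without sample weights, edgeR with robust dispersions), the replicate number as a block, 1 surrogate variable from sva 3.50.0, protein-coding genes alone, other pseudocounts, and leaving out each library in turn. Alternatives chosen after seeing the data were the interferon response score as a covariate, genes with whole counts only, and an offset for GC content and transcript length, alone and together with the replicate block. A further such alternative kept the marker set genes of all 10 mice when AAV2-GFP replicate 1 was left out. Replicate numbers were taken from the library titles, which give both groups the numbers 1 to 5. Same-numbered libraries are different mice.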

Results

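RNA abundance was measured in whole retinas of 10 mice, 5 that had received AAV2-GFP and 5 that had received AAV206-GFP. AAV2 is a widely used serotype for gene delivery to the inner retina, and AAV206 is the capsid of the vector under study, described in the study's title as directed at the retinal pigment epithelium (RPE). The comparison addressed how the retina differs after delivery of the same reporter by either capsid. Uninjected retinas were not analysed here, so each difference is between the 2 vectors and not from an untreated baseline.

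Sequencing depth was similar in both groups. The total count per library was 11841290 ± 701848 (SD, n = 5) with AAV2-GFP and 11529105 ± 412562 (SD, n = 5) with AAV206-GFP, a difference within the spread of the mice (exact permutation test, two-sided, p = 0.397). The 20 most abundant genes took 11.3% ± 0.208 of the counts with AAV2-GFP and 11.8% ± 0.310 with AAV206-GFP (SD, n = 5; exact permutation test, two-sided, p = 0.0238). Spearman correlations between libraries of one group lay between 0.980 and 0.993 across genes, which are not independent replicates. The biological coefficient of variation over the tested genes was 0.135.

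The libraries separated by vector. Over the 500 most variable genes, 23.5% of the squared distance between libraries lay between the groups, and no other relabelling of the libraries into 5 and 5 gave more (exact permutation test, one-sided, p = 0.00794, the smallest value possible). Leaving out AAV206-GFP replicate 2 raised this p-value most, to 0.0556 by the exact permutation test, with a share of 0.225 as a fraction. Leaving out AAV206-GFP replicates 1, 3, 4 and 5 in turn gave exact permutation p-values of 0.0476, 0.0476, 0.0317 and 0.0476. Each fit without an AAV2-GFP mouse stayed at 0.00794 (range over the 10 such fits, 0.00794 to 0.0556). The first principal component held 55.9% of the variance and mainly set AAV2-GFP replicate 1 apart, at 43.5, with AAV2-GFP replicate 4 next at 9.59. The remaining 3 AAV2-GFP libraries lay between -6.14 and -0.236, and the AAV206-GFP libraries between -9.03 and -6.88. The second component, with 12.98% of the variance, placed AAV2-GFP replicates 2 to 5 between 3.62 and 15.7 and the AAV206-GFP libraries between -6.73 and -2.87. AAV2-GFP replicate 1 was at -7.09 on this component.

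**Figure D1:**
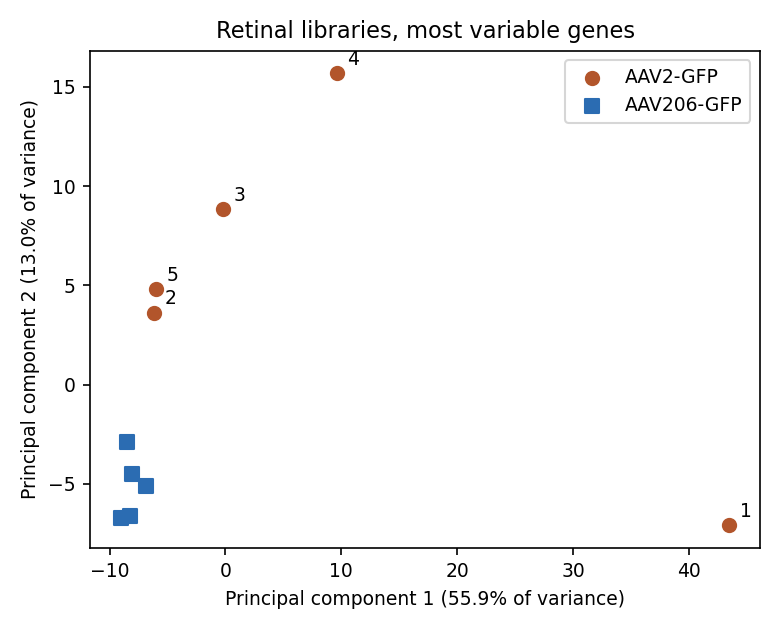
Principal components 1 (horizontal, 55.9% of variance) and 2 (vertical, 12.98%) of log2(CPM + 1) over the 500 most variable genes, with 1 point per library, circles for AAV2-GFP (replicate numbers beside them) and squares for AAV206-GFP. AAV2-GFP replicate 1 stands alone at 43.5 on component 1, while the 5 AAV206-GFP libraries sit together between -9.03 and -6.88.

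In the gene-wise comparison 1747 of 15539 genes (11.2%) had an adjusted p-value under 0.05 with edgeR. Of these, 924 were higher and 823 were lower with AAV206-GFP. The median absolute log2 fold change among them was 0.40, and the median log2 fold change over all tested genes was -0.0095. Among the genes past the threshold, 148 were at least 2-fold higher and 104 at least 2-fold lower. At an unadjusted p-value under 0.05 there were 4352 genes. The groups did not overlap at all in 1193 of the 1747 genes. Over all tested genes 9.78% showed no overlap, against 0.794% for a chance ordering of 5 and 5 libraries. Among the 2-fold changes, no overlap was found for 126 of the genes that were higher and for 47 of those that were lower. Decimals in at least 1 library, and hence shared reads, affected 454 of the 1747 genes. The alternative that moved the number of genes most was the interferon response score as a covariate, chosen after the data were seen, with which 594 genes passed and 579 of the 1747 were retained.

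**Figure D2:**
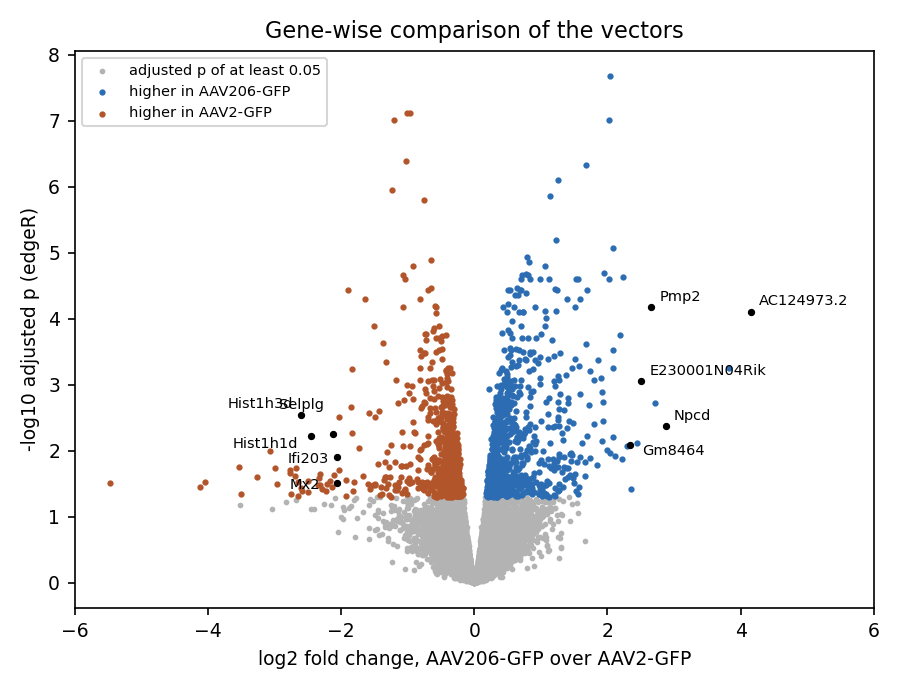
Log2 fold change of AAV206-GFP over AAV2-GFP (horizontal) against -log10 of the edgeR adjusted p-value (vertical), with 1 point per tested gene, coloured points for an adjusted p-value under 0.05 and black points for the named genes. The 924 genes higher with AAV206-GFP lie to the right and the 823 lower genes to the left.

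Among genes with a symbol, a mean of at least 1 CPM and no overlap between the groups, the 5 with the largest increases in AAV206-GFP were expressed at low levels. AC124973.2 (ENSMUSG00000117752), a non-coding transcript, rose from 0.195 ± 0.181 to 3.52 ± 0.829 CPM (SD, n = 5), a log2 fold change of 4.15 with a standard error of 0.50 (edgeR adjusted p = 7.8e-05). Npcd (ENSMUSG00000089837) rose from 0.569 ± 0.805 to 4.11 ± 1.04 CPM, a log2 fold change of 2.87 with a standard error of 0.56 (edgeR adjusted p = 0.00428). Pmp2 (ENSMUSG00000052468), which encodes peripheral myelin protein P2, rose from 1.34 ± 0.577 to 8.55 ± 3.15 CPM, a log2 fold change of 2.66 with a standard error of 0.31 (edgeR adjusted p = 6.7e-05). E230001N04Rik (ENSMUSG00000066170), a long non-coding RNA, rose from 0.379 ± 0.232 to 2.23 ± 0.664 CPM, a log2 fold change of 2.50 with a standard error of 0.39 (edgeR adjusted p = 0.000881). Gm8464 (ENSMUSG00000087569), a transcribed pseudogene, rose from 0.742 ± 0.578 to 3.74 ± 1.64 CPM, a log2 fold change of 2.33 with a standard error of 0.51 (edgeR adjusted p = 0.00822). The AAV2-GFP levels of AC124973.2 in all 5 mice, and of Npcd and E230001N04Rik in 4 of 5 mice each, were near or under the floor, which leaves the sizes of these 3 fold changes imprecise. Npcd and Gm8464 carried decimals in 9 libraries each, so reads shared with other genes leave their levels uncertain.

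The 5 largest decreases under the same limits rested in part on high levels in single AAV2-GFP mice, and some genes with overlap fell further. Hist1h3d (ENSMUSG00000099583), a histone H3 gene, fell from 4.07 ± 3.62 to 0.660 ± 0.168 CPM (SD, n = 5), a log2 fold change of -2.60 with a standard error of 0.48 (edgeR adjusted p = 0.00285). Its level in AAV2-GFP replicate 1 was 10.5 CPM, and it carried decimals in 5 libraries. Hist1h1d (ENSMUSG00000052565), a histone H1 gene, fell from 4.56 ± 4.18 to 0.822 ± 0.338 CPM, a log2 fold change of -2.45 with a standard error of 0.51 (edgeR adjusted p = 0.00593), with 11.9 CPM in AAV2-GFP replicate 1. Selplg (ENSMUSG00000048163), which encodes a leukocyte adhesion ligand, fell from 6.12 ± 5.12 to 1.39 ± 0.415 CPM, a log2 fold change of -2.13 with a standard error of 0.44 (edgeR adjusted p = 0.00570). Mx2 (ENSMUSG00000023341), an interferon-induced gene annotated as a polymorphic pseudogene, fell from 2.06 ± 2.03 to 0.484 ± 0.281 CPM, a log2 fold change of -2.07 with a standard error of 0.57 (edgeR adjusted p = 0.0307). Mx2 was past the threshold in only 5 of the 10 fits that left out a library and in 10 of its 15 other alternatives. Ifi203 (ENSMUSG00000039997), an interferon-activated gene, fell from 3.75 ± 3.26 to 0.889 ± 0.142 CPM, a log2 fold change of -2.06 with a standard error of 0.48 (edgeR adjusted p = 0.0124).

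**Figure D3:**
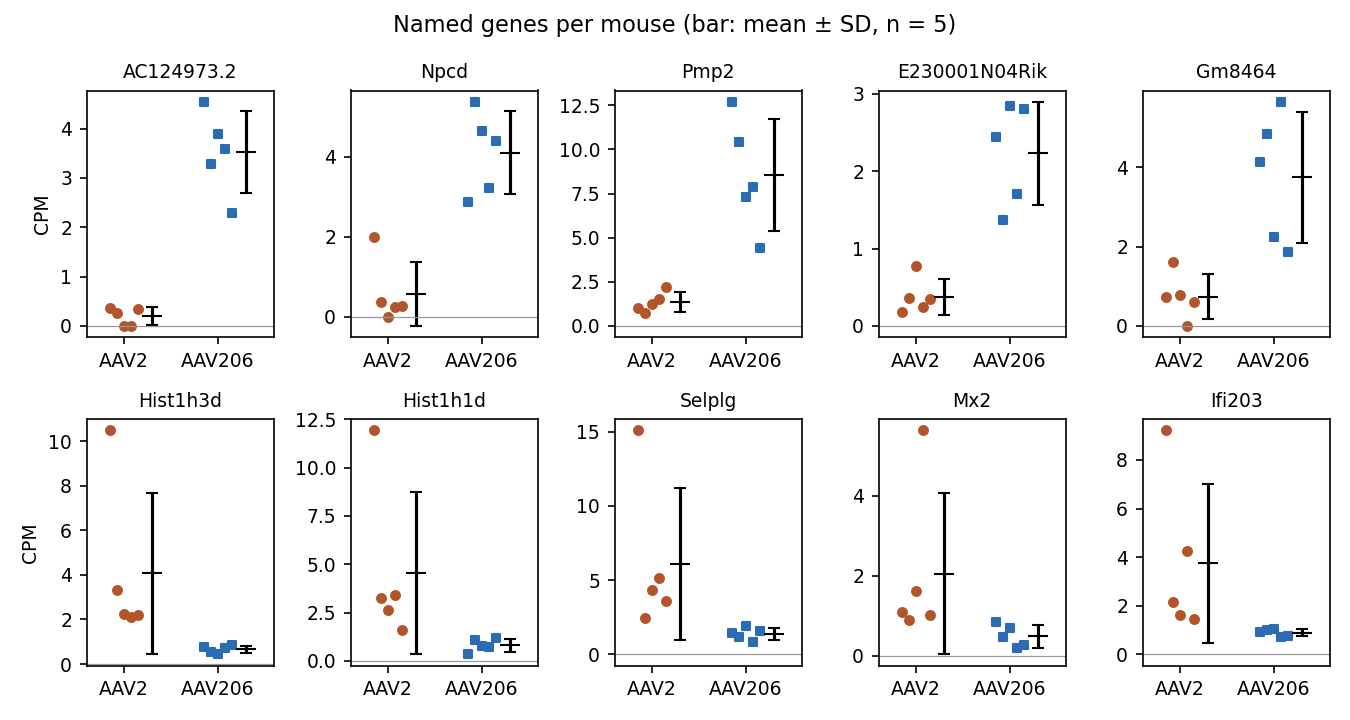
CPM of the 10 genes with the largest non-overlapping changes (vertical, a separate scale from 0 per gene) in each mouse, circles for AAV2-GFP and squares for AAV206-GFP, with bars for the mean ± SD (n = 5). AAV2-GFP replicate 1, the leftmost circle, reaches 10.5 CPM for Hist1h3d and 15.1 CPM for Selplg, and AAV2-GFP replicate 4 reaches 5.65 CPM for Mx2.

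Of the 226 genes in the marker sets, 173 were tested. Adjusted over all tested genes, 44 passed with edgeR, 10 higher and 34 lower with AAV206-GFP. Adjusted over the listed genes alone, 69 passed. The gene with the smallest p-value was Flt1 (ENSMUSG00000029648), an endothelial marker, at 90.7 ± 3.53 CPM with AAV2-GFP and 130 ± 5.59 CPM with AAV206-GFP (SD, n = 5), a log2 fold change of 0.51 with a standard error of 0.06 (edgeR adjusted p = 3.7e-05). It was the 1 endothelial gene that passed as higher, while 2 others passed as lower. The cone opsin Opn1mw (ENSMUSG00000031394) rose from 87.2 ± 6.15 to 121 ± 11.3 CPM, a log2 fold change of 0.47 with a standard error of 0.07 (edgeR adjusted p = 0.000881). The rod transducin subunit Gngt1 (ENSMUSG00000029663) fell from 374 ± 51.4 to 271 ± 26.5 CPM, a log2 fold change of -0.47 with a standard error of 0.09 (edgeR adjusted p = 0.00387). The bipolar cell receptor Grm6 (ENSMUSG00000000617) fell from 165 ± 22.1 to 105 ± 19.1 CPM, a log2 fold change of -0.66 with a standard error of 0.12 (edgeR adjusted p = 0.00225), although the groups overlapped. The ganglion cell transcription factor Pou4f1 (ENSMUSG00000048349) fell from 41.7 ± 3.43 to 32.2 ± 2.31 CPM, a log2 fold change of -0.37 with a standard error of 0.08 (edgeR adjusted p = 0.00623). Grm6 carried decimals in all 10 libraries, so its level is uncertain.

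Among the 17 marker set scores, 3 differed between the vectors after adjustment. Each was at the smallest p-value the exact permutation test allows, 0.00794, with an adjusted value of 0.0450. Because 3 sets at that value were the fewest that could pass, none of them would have passed without the others. The count fell to 0 when only library sizes were used for scaling, when all listed genes of a set were kept, and in 6 of the 10 analyses that left out a library.

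The ganglion cell injury score was 3.57 ± 0.10 with AAV2-GFP and 3.28 ± 0.08 with AAV206-GFP (SD, n = 5), a difference of -0.29. Of its 9 expressed genes 3 passed in the gene-wise test, all lower. Jun (ENSMUSG00000052684) fell from 61.2 ± 3.90 to 45.4 ± 6.20 CPM, a log2 fold change of -0.43 with a standard error of 0.09 (edgeR adjusted p = 0.00471). Ddit3 (ENSMUSG00000025408) had a log2 fold change of -0.42 with a standard error of 0.10 (edgeR adjusted p = 0.0112), and Atf3 (ENSMUSG00000026628) had -0.46 with a standard error of 0.13 (edgeR adjusted p = 0.0329). Atf3 was past the threshold in only 4 of the 10 fits that left out a library and in 12 of its 16 other alternatives. Chac1, Sesn2, Sox11, Ecel1, Gap43 and Trib3 did not pass, with log2 fold changes of -0.80, -0.22, -0.34, -0.54, -0.09 and 0.03. The score of ganglion cell markers themselves was 5.61 ± 0.05 and 5.51 ± 0.06 (SD, n = 5), a difference of -0.10 that did not pass adjustment (exact permutation test, two-sided, p = 0.0238, adjusted 0.101).

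The lens and blood scores moved in opposite directions. The lens score was 1.59 ± 0.28 with AAV2-GFP and 0.62 ± 0.40 with AAV206-GFP (SD, n = 5), a difference of -0.96. The crystallin gene Cryaa (ENSMUSG00000024041) fell from 8.91 ± 4.89 to 1.55 ± 2.68 CPM, a log2 fold change of -2.50 with a standard error of 0.68 (edgeR adjusted p = 0.0288). Crybb2 (ENSMUSG00000042240) fell from 4.12 ± 2.04 to 0.625 ± 1.07 CPM, a log2 fold change of -2.67 with a standard error of 0.67 (edgeR adjusted p = 0.0183). In both genes AAV206-GFP replicate 1 overlapped the AAV2-GFP mice, and of the 10 fits that left out a library Cryaa was past the threshold in 5 and Crybb2 in 8. Crybb3 and Lenep were not past the threshold, with log2 fold changes of -0.79 and -0.0023, and the direction of Lenep flipped under upper-quartile scaling (0.0075). The erythrocyte score was 3.39 ± 0.14 and 4.48 ± 0.68 (SD, n = 5), a difference of 1.08. The globin genes Hba-a1 (ENSMUSG00000069919), Hba-a2 (ENSMUSG00000069917) and Hbb-bs (ENSMUSG00000052305) had log2 fold changes of 1.32, 1.28 and 1.28 (edgeR adjusted p = 0.00550, 0.00235 and 0.00425). All 3 carried decimals in 10 libraries, so their levels are uncertain, and which genes share their reads was not tested. Alas2 (ENSMUSG00000025270) rose from 0.671 ± 0.372 to 2.74 ± 1.47 CPM, a log2 fold change of 2.03 with a standard error of 0.46 (edgeR adjusted p = 0.0110), while Hbb-bt did not pass (log2 fold change 1.14, edgeR adjusted p = 0.0705, with values from 0.0281 to 0.224 over its 15 alternatives).

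The remaining 14 sets did not pass. The interferon response score was 2.90 ± 1.16 with AAV2-GFP and 1.96 ± 0.15 with AAV206-GFP (SD, n = 5), a difference of -0.95 within the spread of the AAV2-GFP mice (exact permutation test, two-sided, p = 0.151, adjusted 0.320). In the gene-wise edgeR test 11 of its genes nevertheless passed, all lower with AAV206-GFP. The AAV2-GFP mice scored 3.85, 1.84, 2.65, 4.36 and 1.83 in the order of their replicate numbers, and the AAV206-GFP mice between 1.77 and 2.17. Antigen presentation genes scored 3.18 ± 1.87 and 2.07 ± 0.19 (SD, n = 5; exact permutation test, two-sided, p = 0.206, adjusted 0.351). The microglia and macrophage score was 2.26 ± 1.07 and 1.503 ± 0.16 (SD, n = 5; exact permutation test, two-sided, p = 0.0873, adjusted 0.247). The RPE score was 2.25 ± 0.29 and 2.13 ± 0.14 (SD, n = 5; exact permutation test, two-sided, p = 0.452, adjusted 0.641). Only 12 of its 16 genes reached the minimum level. Rpe65 and Krt18, named after their values were seen, had means over all libraries of 1.55 and 36.9 CPM, the latter the highest of the set. With many of its genes this low, the score cannot show whether the RPE itself differed. The rod score was 10.96 ± 0.03 and 10.92 ± 0.09, and the cone score was 6.20 ± 0.04 and 6.24 ± 0.03 (SD, n = 5), with adjusted exact permutation p-values of 0.613 and 0.330. Differences in bipolar, amacrine, horizontal, Müller glia, gliosis, lymphocyte and endothelial scores lay between -0.36 and 0.01, with adjusted exact permutation p-values of 0.216 to 0.984.

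**Figure D4:**
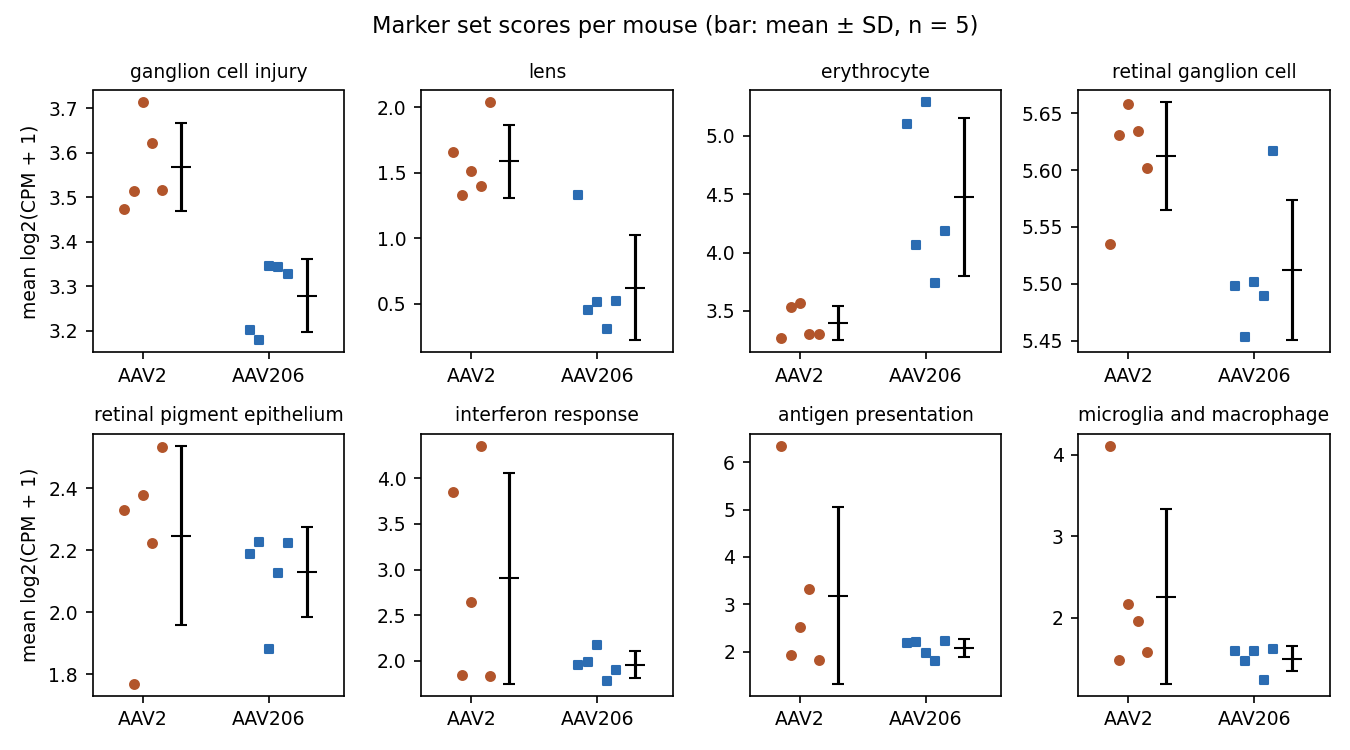
Marker set scores, the mean of log2(CPM + 1) over a set's genes (vertical, a separate scale per set that need not start at 0), in each mouse, circles for AAV2-GFP and squares for AAV206-GFP, with bars for the mean ± SD (n = 5). The ganglion cell injury, lens and erythrocyte scores do not overlap between the groups, although AAV206-GFP replicate 1 reaches a lens score of 1.33, next to the lowest AAV2-GFP mouse, and the interferon score ranges from 1.83 to 4.36 among the AAV2-GFP mice.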

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

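The 21 results below were taken up because 1 mouse of a group of 5 lay far from the other mice of its group, measured as its gap to the nearest other mouse divided by the range of the group (Dixon's ratio, tested at a 1 in 20 chance level). In all 110 group results were examined this way, so 5.5 would be reached by chance. Each pattern was noticed in the data, and the tests of library depth, of reads shared between Y-linked genes and their X-linked relatives and of the 2 mice with the highest immune scores were chosen only after the result was seen.

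AAV2-GFP replicate 1 accounted for 10 of the 21. It was high for gliosis genes (score 4.79 against 3.26 to 3.50 in the other mice of its group, ratio 0.844), microglia and macrophage genes (4.11 against 1.49 to 2.17, ratio 0.740) and T and NK lymphocyte genes (2.43 against 0.24 to 0.50, ratio 0.880). It was also high for Hist1h3d (10.5 against 2.10 to 3.32 CPM, ratio 0.854), Hist1h1d (11.9 against 1.62 to 3.39 CPM, ratio 0.829), Selplg (15.1 against 2.43 to 5.16 CPM, ratio 0.784), Npcd (1.99 against at most 0.359 CPM, ratio 0.819) and Flt1 (97.0 against 88.7 to 89.8 CPM, ratio 0.864). It was low for amacrine cell genes (score 5.79 against 5.98 to 6.01, ratio 0.861) and Grm6 (127 against 168 to 181 CPM, ratio 0.771). AAV2-GFP replicate 4 was high for Mx2 (5.65 against 0.898 to 1.62 CPM, ratio 0.847).

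The immune part of this pattern was a graded one. Averaged over the 34 expressed interferon and antigen presentation genes, the AAV2-GFP mice scored 4.81, 1.87, 2.59, 3.96 and 1.83 in the order of their replicate numbers, and the AAV206-GFP mice between 1.78 and 2.09. Blood carried over in dissection was tested with the erythrocyte score, in which the ratio within AAV2-GFP was 0.129, and depth with the total count, in which it was 0.244. Over the 31 genes with whole counts in every library the ratio for the immune genes was 0.315. The ratio for all 34 immune genes was itself only 0.284, since 2 mice were high, so by these ratios the pattern cannot be told apart from any of the 3. The 2 high mice, replicates 1 and 4, were therefore compared with the other 3 AAV2-GFP mice. Their erythrocyte score differed by -0.18, where blood would have raised it. In total count 2 of the other mice lay between them, so depth did not set them apart together. Over the 31 whole-count genes the immune score was higher by 2.31, against 2.28 over all 34, so shared reads did not make the difference. A candidate explanation is an inflammatory response to injection or vector that reached some AAV2-GFP retinas, with infiltrating lymphocytes in replicate 1. Whether it follows the capsid cannot be settled here, since the group difference in interferon score did not pass its test.

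In AAV206-GFP replicate 4 the summed level of 4 Y-linked genes was 114 CPM against 231 to 241 CPM in the other mice of its group (ratio 0.924), which is 48.2% of their mean. The single genes Ddx3y, Eif2s3y, Kdm5d and Uty were at 45.5%, 46.2%, 53.1% and 50.5% of the mean of the other AAV206-GFP mice. Reads assigned to the X-linked relatives instead would raise these by what the Y-linked genes lost. This was so for 1 of the 4 pairs, in which Ddx3x was higher by 57.9 CPM and Ddx3y lower by 43.2 CPM. Eif2s3x, Kdm5c and Kdm6a were higher by 9.74, 2.45 and 0.353 CPM, against losses of 36.5, 26.6 and 16.1 CPM in Eif2s3y, Kdm5d and Uty, although Kdm5c varied by as much among the other mice (SD 27.5 CPM). Shared reads thus did not give the fall as a whole, and only for Ddx3y did the X-linked relative rise enough. All 4 Y-linked genes, Ddx3y included, carried decimals in 0 libraries, which argues against shared reads, although Ddx3x carried them in 1. The level left in Ddx3y, 45.5%, was also close to those left in Eif2s3y, Kdm5d and Uty. Depth did not explain the fall, since the total count was 0.969 of the mean of the other AAV206-GFP libraries. If RNA of a female mouse had been mixed in, genes that escape X inactivation and Xist could be raised. The X escape score of replicate 4 was the highest of its group, but at 7.43 against 7.41 in the next mouse, and the ratio of 0.773 in that score came from replicate 1 on the low side (7.19). Xist was at 18 counts (1.61 CPM), the highest of the 10 libraries, although Xist is abundant in female tissue and a female library was not analysed here for comparison. The X escape test could not tell the pattern apart from a mixed sample, but the few Xist counts speak against a female share as large as the fall in Y-linked genes would need. Loss of the Y chromosome in part of the cells was not tested, and no biological explanation was tested.

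The same mouse was low for Müller glia genes (score 7.28 against 7.51 to 7.54, ratio 0.879) and for Lenep (0.359 against 4.31 to 5.05 CPM, ratio 0.843, with shared reads in all 10 libraries), and high for Sox11 (3.59 against 1.77 to 2.28 CPM, ratio 0.718). AAV206-GFP replicate 1 was high for lens genes (score 1.33 against 0.31 to 0.52, ratio 0.795), for Cryaa (6.31 against 0.0862 to 0.807 CPM, ratio 0.884), for Crybb2 (2.52 against at most 0.339 CPM, ratio 0.866) and for Sesn2 (25.6 against 20.4 to 21.8 CPM, ratio 0.730). AAV206-GFP replicate 5 was low for bipolar cell genes (score 5.67 against 6.10 to 6.27, ratio 0.724) and for T and NK lymphocyte genes (0.28 against 0.42 to 0.48, ratio 0.714). No explanation was tested for these, and with 5.5 such results given by chance they carry little weight singly.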

How the results depend on the processing

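Alternatives that were chosen after seeing the data are the interferon score as a covariate, whole-count genes only, the offset for GC content and transcript length with and without the block, and the marker set genes of all 10 mice kept when AAV2-GFP replicate 1 was left out.

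The number of genes at an adjusted p-value under 0.05 (1747 with edgeR) ranged from 594 to 2345 over 16 alternatives, and the shares of higher and lower genes moved by under 10 percentage points in each. DESeq2 called 2183 genes, 1725 of them among the 1747, limma-voom called 1643 with 1577 shared, and scaling by library size alone called 1725 with 1684 shared. With whole-count genes only, 1367 passed, and with the offset for GC content and transcript length 1912 passed, 1475 of them shared.

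With the interferon response score as a covariate, 594 genes passed (363 higher, 231 lower), 140 of them at least 2-fold, with 13 marker set genes. Without a filter on low counts, 444 genes passed with at least a 2-fold change and 67 marker set genes passed. Marker set genes numbered 25 with limma-voom and 25 with robust edgeR dispersions. The cause was not tested.

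Deviations from the group means in same-numbered mice had a mean correlation of -0.0268 across genes, against 0.00662 for other pairs, so the numbers did not pair the mice. With the replicate block 1085 genes passed, 605 higher and 480 lower, with 28 marker set genes, and 1061 of the 1085 were among the 1747. With the block and the offset together 1620 passed, 1292 of them shared.

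Across the 10 fits that each left out a mouse, 991 to 1912 genes passed, 560 to 1002 higher and 431 to 910 lower, with 22 to 63 marker set genes and 181 to 311 genes of at least 2-fold change. The fewest genes in all came without AAV2-GFP replicate 4 and the most without AAV2-GFP replicate 1. The separation of the groups ranged from 0.221 to 0.317, with exact permutation p-values from 0.00794 to 0.0556. It stayed past 0.05 in all but the fit without AAV206-GFP replicate 2 (0.225), and in the 5 processing alternatives. The fits without AAV206-GFP replicate 1, 3, 4 or 5 were near the threshold, with exact permutation p-values of 0.0317 to 0.0476.

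The number of marker sets past the threshold (3) was 0 with library size scaling (4 at an unadjusted p-value under 0.05), 0 with all genes of each set (4 unadjusted), 5 with camera without a replicate block, 6 with camera and the replicate block, and 0 to 3 when a mouse was left out (3 to 8 unadjusted). Camera compares the genes of a set with the other tested genes and does not relabel the mice, so its counts answer a different question. The lymphocyte set had no tested genes there. With camera the interferon response and microglia sets were added without the block, and antigen presentation as well with it.

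Small differences changed direction. The amacrine score difference was 0.00062 with a pseudocount of 0.1 and 0.00020 with median-ratio factors, and the horizontal score difference was -0.0078 with the median over genes. When a mouse was left out, differences ranged from -0.18 to 0.0077 for bipolar, -0.041 to 0.011 for amacrine, -0.052 to 0.083 for horizontal, -0.29 to 0.11 for gliosis and -0.49 to 0.49 for lymphocyte scores. The gliosis and lymphocyte changes came without AAV2-GFP replicate 1, where 1 of 5 lymphocyte genes and 14 of 15 gliosis genes were still expressed at the minimum level, so 0.49 is the value of a single gene. With the genes of all 10 mice kept, the differences without that mouse were 0.061 for lymphocyte and 0.098 for gliosis scores, and 0 sets passed (4 unadjusted). Lenep had log2 fold changes of 0.0075 with upper-quartile factors, 0.0054 with protein-coding genes, 0.036 with the interferon covariate and 0.020 with the offset. Trib3 had -0.016 with weighted limma-voom and -0.075 with the interferon covariate. With a mouse left out, Lenep ranged from -0.11 to 0.29 and Trib3 from -0.058 to 0.11. Neither gene passed in any of these.

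Of 525 results for named genes under the processing alternatives, 489 kept direction and side of the threshold, 23 became weaker, 7 stronger and 6 changed direction, and of 340 with a mouse left out, 312 kept both. The alternative requiring a sex term was not run, since all 10 mice carried Y-linked counts. Depth limited genes near 0.232 to 0.274 CPM, where AC124973.2, Npcd and E230001N04Rik lay in most AAV2-GFP mice.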

Other observations

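The tests of library depth, of blood and lens traces, and of the GC content and transcript length trend in this part were chosen only after the result was seen. The patterns themselves were noticed in the data.

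Other splits of the 10 libraries were used to ask how often groups that mix the vectors give as many genes. Among the 16 splits that part every same-numbered pair, only the real one, 1 of 16, gave as many genes at an adjusted p-value under 0.05 with edgeR, as many higher, as many lower, as many of at least 2-fold change, and as many marker set genes. The most in any other of these splits was 1 gene, but 16 splits cannot give a share under 0.05. Among 100 splits, made of these 16 and 84 drawn at random from those that part fewer pairs, 1 of 100 (the real one) was again as large in each of these counts. The most in any other was 3 genes, with 2 of at least 2-fold change. Every other split mixed mice of both vectors, so the vector difference itself widened the spread within its groups. The low counts in these splits therefore do not show how many genes groups without a vector difference would give. The comparison bears on chance alone and not on whatever else was shared by the mice of a group, such as the time or order of injection or dissection.

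Genes for molecular chaperones were lower with AAV206-GFP. Hspa8, Hspa5, Calr, Pdia3, Hsp90b1 and the stress transcription factor Xbp1 were noticed among the genes with the smallest p-values, with log2 fold changes of -0.97, -1.20, -1.01, -0.75, -0.65 and -1.03, while the cold-inducible Rbm3 and Cirbp were higher (0.80 and 0.82). These were chosen after their values were seen. A list of 28 other heat shock and endoplasmic reticulum chaperone genes was written down after this pattern was noticed, but before the list was scored. Its scores were 6.48 ± 0.05 with AAV2-GFP and 6.06 ± 0.09 with AAV206-GFP (SD, n = 5). The difference was -0.42 (exact permutation test, two-sided, p = 0.00794, the smallest possible, adjusted 0.0397 over 5 lists). The list was scored in the same mice in which the pattern was noticed, so this p-value is not independent evidence for the pattern. The adjustment covers the 5 lists and not the search over all tested genes that came before. The list thus shows how widely the pattern extends among chaperone genes in these mice. All 5 AAV206-GFP mice were below all 5 AAV2-GFP mice. Of the 28 genes 27 were lower, 21 of them past the edgeR threshold, and 0 were past it in the other direction, where 1 gene (Hspa4l) had an unadjusted p-value under 0.05. The list difference lay between -0.42 and -0.41 under the other 3 scalings.

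Several technical explanations were tested for this. The difference of the list was -0.42 after correction for GC content and -0.41 after correction for transcript length, both with an exact permutation p of 0.00794. Over all genes the trends removed differed between the groups by -0.18 to 0.042 for GC content and by -0.10 to 0.16 for transcript length. These corrections moved the list little, since over its 28 genes the trends averaged -0.0027 for GC content and -0.012 for transcript length. The fitted trends thus account for little of the list difference. The difference was -0.42 after scaling to totals without the 20 most abundant genes, and -0.40 with the interferon score as a covariate. The scaling could have moved it little, since the 20 most abundant genes took 11.3% of the counts with AAV2-GFP and 11.8% with AAV206-GFP. The difference in mean total count was -312186, within the spread of the mice (exact permutation p = 0.397). A difference in the time of day of collection was tested with clock genes. The score of clock output genes minus that of anti-phase genes differed by -0.069 (exact permutation p = 0.373), although the 6 anti-phase genes on their own were higher with AAV206-GFP by 0.14 (exact permutation p = 0.0159, adjusted 0.0397). Handling of the eyes remains open. Lens and blood scores separated the groups, as a difference in dissection would give. With both scores as covariates the group coefficient was -0.54, but scores that part the groups in this way cannot decide the matter. The lower chaperone levels and the lower Jun, Atf3 and Ddit3 may therefore reflect less protein-folding stress after AAV206-GFP, or a difference in temperature, time or handling at collection, and the data do not separate these.

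Fold changes were related to gene properties across the 15287 genes with annotation, which are not independent replicates. The difference between the group means had a Spearman correlation of 0.253 with transcript length and -0.190 with GC content. Relabellings of the libraries, the real one and its mirror image included, gave correlations as large in size in 96 cases for length and in 100 cases for GC content (exact permutation test, two-sided, p = 0.381 and 0.397). When the correlation was computed in each library instead, the group means differed by 0.239 for length (exact permutation test, two-sided, p = 0.0556) and by -0.195 for GC content (p = 0.103). A chance order of the mice was thus not excluded, although for length the second test came close to the threshold. With an offset that removes both trends in each library, 1475 of the 1747 genes past the edgeR threshold were still past it.

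Oligodendrocyte transcripts, which belong to the optic nerve in mice, varied among mice of both groups, as seen in Mbp, which ranged from 36.5 to 120 CPM with AAV2-GFP and from 32.5 to 167 CPM with AAV206-GFP. The score of 9 oligodendrocyte genes was 2.53 ± 0.53 with AAV2-GFP and 2.93 ± 0.85 with AAV206-GFP (SD, n = 5). The difference of 0.40 lay within the spread of the mice (exact permutation test, two-sided, p = 0.389). Of the 8 tested genes 1 passed as higher and 0 as lower. It was Mal (log2 fold change 1.03, edgeR adjusted p = 0.0465), named after its values were seen.

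The gene with the smallest p-value of all, Glp2r, was chosen after its values were seen. It rose from 112 ± 9.77 CPM to 458 ± 74.2 CPM (SD, n = 5), a log2 fold change of 2.04 with a standard error of 0.10 (edgeR adjusted p = 2.1e-08), and Etnppl rose with it (log2 fold change 1.69). No explanation was tested for these.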
